A study of Mus musculus with 16 samples. Its data were reported in "Increased Frequency of Copy Number Variations Revealed by Array Comparative Genomic Hybridization in the Offspring of Male Mice Exposed to Low Dose-Rate Ionizing Radiation" (2021).

How the data were processed

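Tail DNA of 8 mice of the strain C57BL/6J/Nrs (C57BL/6 in the labels), the sire, the dam and 6 offspring of 1 non-irradiated family, was measured on custom Agilent CGH arrays against the DNA of a male reference mouse, on 2 arrays per mouse with the dyes swapped. Groups, replicate numbers and dyes were taken from the sample labels. The Cy3 array of every mouse and the Cy5 array of all but offspring 6 name reference mouse 6, and the Cy5 array of offspring 6 names mouse 2. The arrays were scanned on 4 days, 2 mice a day.

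Per the file headers, the scanner files were made with Feature Extraction 10.7.1.1, and their processed signals are an intensity per dye, background-subtracted, spatially detrended and brought to a common level by a linear factor for each dye. The median signals of spot and local background are also an intensity per the file headers, with no normalization. The LogRatio column made by the authors is the log10 of red over green processed signal, not centred. The deposited value table of the series holds the log2 of reference over animal on every array, not centred, and lacks 1889 of the features of the scanner files. Its scale and direction were found from its correlation with LogRatio across the features of each array, 1.00 or -1.00, and the dyes in the labels. Probe positions are on build mm9 (NCBI37).

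Of the 973116 features of an array, 6745 controls were left out. The log2 of red over green processed signal was turned to animal over reference on each array, features marked as outliers by Feature Extraction (135 to 359 per array) were removed, each array was centred on its autosomal median, and features of the same probe were averaged, which left 950749 unique probes. Of these, 950622 are on the 19 autosomes, 68 on chromosome X and 23 on chromosome Y. No feature was saturated. The spread of log ratio differences between neighbouring probes, as given in the headers, was 0.197 to 0.276, the ratio of signal to noise was 27.2 to 39.2 for green and 35.5 to 48.5 for red, and 99.0% to 99.6% of the features lay well above background in both dyes. A probe was called dim unless it lay well above background in both dyes on all 16 arrays, as 932138 of the autosomal probes (98.1%) did.

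A probe was positive in a mouse when both arrays passed 0.8 on the log2 scale, or when it and an adjacent probe passed 0.5 in all 4 values, in the same direction after turning. Probes that passed in opposite directions were also counted. They measure values that follow the dye, and do not estimate false calls in the same direction. A private probe was positive in 1 mouse only, an offspring-only probe in an offspring and in neither parent, and a family-wide probe in all 8 mice. These classes were formed within each direction, so a call in the other direction did not count and a probe could enter in both. A region was a run of consecutive positive probes of 1 direction in 1 mouse. Counts of the 6 offspring and 2 parents were compared by an exact permutation test over all 28 splits, two-sided. For regions positive in exactly 1 parent, the share of positive offspring was given with an exact (Clopper-Pearson) 95% interval, which covers counting error only. A sign-flip test of this share against 50% was planned and run but not used, since most regions are gains of 1 probe and the rule misses most carriers of a small gain there. The mean of the 2 arrays of each mouse was tested with limma 3.58.1 in R 4.3.3, once as 8 mice against 0 and once as offspring against parents, with Benjamini-Hochberg adjustment over all autosomal probes. A probe passed at an adjusted p of 0.05, in the test against 0 with a mean of at least 0.5. Other steps used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3.

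The groups, the tests and most alternatives were fixed before the data were examined. The regions named in the text were chosen by a rule fixed at the same time: in each family class the up to 8 regions with the most positive probes, ties going to the larger mean, up to 10 offspring-only regions of 2 or more probes, and from limma up to 10 regions with the largest mean in each direction. The intervals of 10 or more probes on chromosomes 1, 3, 4, 6, 7, 8, 14 and 17 and the top probe between offspring and parents fall outside that rule and were chosen after their values were seen. The interval score is the summed log2 ratio of a run over the noise of as many probes, with at least 6 over 4 or more probes and a mean of at least 0.25.

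The alternatives tried were LogRatio uncentred, the value table, normexp with an offset of 50, thresholds of 1.0 and 0.7 or of 0.6 and 0.4, no demand on direction, the single-probe rule alone, outlier features kept, dim probes left out, a running median over 501 probes subtracted, offspring 6 left out, each offspring left out in turn, ratios of each offspring to the mean of the parents, a parent threshold of 0.4, a gap of 1 probe inside a region, the interval score, no minimum size, and scan day as a random block. The block used a correlation within a day estimated on 20000 probes. Normexp was run on median signals, since the scanner files hold medians of spot and background. The calling rule and limma were tested on simulated data with the noise of these arrays. Simulated losses of -1.0 over 1 probe were found by the rule in 64.0% of 150 regions and over 2 probes in 98.0%. Simulated gains of 0.58 over 1 probe were found by the rule in 4.0%. Over 4 probes they were found in 30.7% by the rule and in 100.0% by the interval score. Of 100 simulated shifts of 0.5, limma found 95% over the family and 19% between offspring and parents. These limma shares count the adjusted p and the direction, without the minimum mean of the family test. Recovery of such shifts under the full family rule was therefore not measured.

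Gene names were not used. The probe positions are on mm9 and the gene annotation at hand is on GRCm38, and positions were not carried from one build to the other, so regions are named by position and the planned test of gene lists was not run. The finer arrays and the quantitative PCR of the study were not analysed here.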

Results

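Copy number along the genome was measured in the 8 mice of 1 non-irradiated family of the strain C57BL/6J/Nrs, given as C57BL/6 in the labels: the sire, the dam and 6 offspring. The assay was array comparative genomic hybridization (CGH), in which the DNA of a mouse and of a reference mouse, labelled with different dyes, compete for the same probes, so that a log2 ratio above 0 stands for more copies than in the reference and one below 0 for fewer. Tail DNA of each mouse was measured on 2 arrays with the dyes swapped, 16 arrays in all. Per the study, tails of dams were taken when they were killed after weaning, and those of sires and offspring when they died naturally. The reference was male mouse 6, except that the label of the Cy5 array of offspring 6 names mouse 2. Each array gave values for 950622 autosomal probes at a median spacing of 2053 bp, 68 probes on chromosome X and 23 on chromosome Y, with positions on the mouse build mm9. Between 99.0% and 99.6% of the features of an array lay well above background in both dyes. A value given for a mouse is the mean of its 2 arrays, with the SD of these arrays where an error is given, and the number of mice and arrays limits the precision of every value.

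Chromosomes X and Y show the size of a known copy number difference on these arrays and check the labels of the parents. The dam, which has 2 copies of chromosome X where the male reference has 1, had a median log2 ratio of 0.91 ± 0.02 (SD of 2 arrays) over the X probes and of -1.60 ± 0.12 over the Y probes. The sire had 0.04 ± 0.01 on chromosome X and 0.05 ± 0.01 on chromosome Y. The labels do not give the sex of the offspring, so their values were only listed. Offspring 5 had 0.91 ± 0.08 on X and -1.82 ± 0.37 on Y, and offspring 6 had 0.95 ± 0.06 and -1.68 ± 0.11. The X medians of offspring 1 to 4 lay between 0.01 and 0.04, and their Y medians between -0.05 and 0.08. With another background correction, normexp, which also adds an offset to the signals, the X median of the dam was 0.66.

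**Figure D1:**
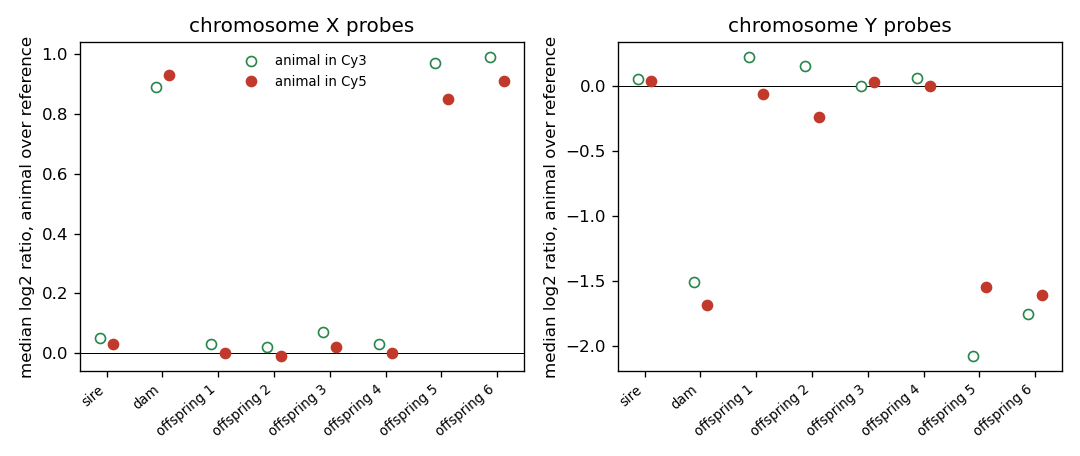
Median log2 ratio of the chromosome X probes (left) and the chromosome Y probes (right) on each array, animal over reference, with open green points for the animal in Cy3 and filled red points for the animal in Cy5. The dam and offspring 5 and 6 have X medians from 0.85 to 0.99 and Y medians from -2.08 to -1.51, and the other 5 mice lie near 0 on both.

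The first comparison asked how many autosomal probes of each mouse differed from the reference under the rule of the study, by which a probe is positive when both arrays pass 0.8 or when 2 adjacent probes pass 0.5 in all 4 values, here in the same direction. The dam had 403 positive probes and the sire 153. Among the offspring, offspring 5 had the most, 400, and offspring 2 the fewest, 42, with 99 in offspring 1, 56 in offspring 3, 150 in offspring 4 and 270 in offspring 6. The mean was 196.6 ± 144.7 positive probes per mouse (SD, n = 8). Gains made up 81.0% of the 1573 calls, 1274 gains against 299 losses. Most positive probes were seen in a single mouse, 1256 of the 1395 probes positive in any mouse, while 105 were positive in 2 mice, 33 in 3 mice and 1 in all 8. Only 33.3% of the probes positive in a single mouse lay well above background on all 16 arrays, against 98.1% of all autosomal probes, and probes that passed the thresholds in opposite directions on the 2 arrays, which follow the dye and not the mouse, numbered 2598 in sum. The 2 turned arrays of a mouse correlated negatively in all 8 mice, from -0.14 in the sire to -0.46 in offspring 2. Arrays of different mice with the same dye correlated at 0.25 to 0.56. The 2598 probes therefore do not estimate false calls in the same direction. With normexp the mean was 32.4 positive probes per mouse, and the share of gains 55.6%.

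**Figure D2:**
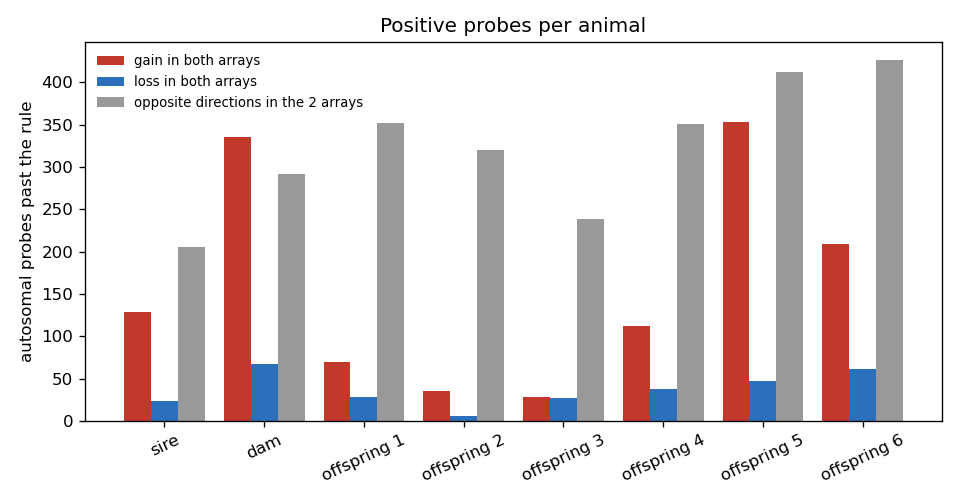
Number of autosomal probes past the rule in each mouse, with red bars for gains in both arrays, blue bars for losses in both arrays and grey bars for probes whose 2 arrays passed in opposite directions. Gains reach 353 in offspring 5 and 336 in the dam, and the grey bars lie between 206 and 426.

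The offspring were then compared with the parents, which gives the background for changes that arose in the offspring. The offspring had 169.5 ± 139.8 positive probes (SD, n = 6) and the parents 278.0 ± 176.8 (SD, n = 2), a difference of -108.5. Over the 28 splits of the 8 mice, 11 gave a difference as large (exact permutation test, two-sided, p = 0.393, the smallest possible p being 0.0357). Private probes, positive in 1 mouse and in none of the other 7 in the same direction, numbered 140.5 ± 118.7 in the offspring and 220.5 ± 125.2 in the parents (exact permutation test, two-sided, p = 0.536). Both differences were smaller than the spread between mice. Both turned to more probes in the offspring with normexp, by 8.5 for positive and 17.0 for private probes, and the private probes also did, by 2.0, when only probes well above background were kept. The arrays were scanned on 4 days with 2 mice each, the sire and the dam together on 1 of them and offspring 5 and 6 on another. No day held both parents and offspring, so no value within a day could be had. The mice with the most positive probes, the dam (403) and offspring 5 (400) and 6 (270), are the 3 with high X and low Y medians. The other 5 mice had 42 to 153. The parents hold 1 of these 3 mice and the offspring 2, so the comparison does not separate generation from this difference. Per the study, only the dam's tail was taken before natural death, so the 2 parents also differ in time of collection.

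The next comparison followed changes of the parents into their offspring. The clearest shared gain lay on chromosome 4, from 101110482 to 101270535, 160 kb with 74 probes. Its median log2 ratio was 0.55 ± 0.07 in the dam, 0.54 ± 0.01 in offspring 1 and 0.52 ± 0.03 in offspring 5 (SD of 2 arrays), and between -0.01 and 0.00 in the sire and the other 4 offspring. A smaller gain on chromosome 8, from 102132083 to 102244157 with 39 probes, was shared by the dam at 0.29 ± 0.01, offspring 5 at 0.33 ± 0.01 and offspring 6 at 0.31 ± 0.04, against values from -0.01 to 0.06 in the other 5 mice. Its carriers are the 3 mice with high X and low Y medians, and offspring 5 and 6 were also scanned on the same day. A set of losses by the probe rule was shared by the same 3 mice, and whether they were inherited autosomal changes is taken up below. The longest of them, on chromosome 3 from 25417435 to 25444229 with 4 positive probes, had log2 ratios of -1.53 ± 0.02 in the dam, -1.50 ± 0.04 in offspring 5 and -1.53 ± 0.04 in offspring 6. Single probes on chromosome 6 at 104241394 and on chromosome 16 at 40851536 fell further in the same mice, to -3.90 ± 0.03 and -3.08 ± 0.08 in the dam. The lowest values of these mice at the single probes on chromosome 3 at 132549431, chromosome 4 at 3892507, chromosome 7 at 141019208 and chromosome 2 at 167414496 were -3.46, -2.77, -2.68 and -2.53.

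Under the probe rule, 61 gain probes and 44 loss probes were positive in a parent and in some but not all offspring, and 398 gain probes and 47 loss probes were positive in a parent alone. The part of the chromosome 4 gain from 101164932 to 101168816 was called in all 3 carriers, with 3 probes at 0.66 ± 0.07 in the dam, 0.62 ± 0.02 in offspring 1 and 0.63 ± 0.06 in offspring 5. Other parts of the same gain were called in the dam alone, at 101203225 and 101191853. There offspring 1 also had 0.51 ± 0.02 and 0.42 ± 0.05, and offspring 5 had 0.45 ± 0.08 and 0.60 ± 0.25. Among the regions called in the dam alone were 2-probe gains on chromosome 18 from 79088830 to 79091404 at 1.31 ± 0.27, where offspring 6 had 0.70 ± 0.23, on chromosome 9 from 96513627 to 96515744 at 0.79 ± 0.16, on chromosome 16 from 45040055 to 45044597 at 0.72 ± 0.11, on chromosome 2 from 121798871 to 121800495 at 0.71 ± 0.08 and on chromosome 15 from 41274373 to 41277199 at 0.68 ± 0.22. The only 2-probe loss among the named regions of a single parent was on chromosome 14 from 54122647 to 54123960, inside an interval that was lower in all 8 mice, with -0.68 ± 0.09 in the sire and -0.60 ± 0.01 in the dam. Of the 530 regions positive in exactly 1 parent, offspring were positive in 129 of 3180 possible cases, 4.06% (exact 95% interval 3.40% to 4.80%, which covers counting only). The share was 1.94% for regions of the sire and 4.86% for those of the dam, and the latter was 2.96% without the losses called in the dam and offspring 5 and 6 alone. It was 2.31% over the 433 gains of 1 probe, 12.4% over the 85 losses of 1 probe, or 4.57% without the losses of those 3 mice, and 8.33% over the 12 regions of 2 or more probes. Nearly all regions had 1 probe, and the rule found only 4.0% of simulated 1-probe gains of 0.58 and 64.0% of simulated 1-probe losses of -1.0. For gains of 0.58 a low share would therefore follow from the rule itself, and the planned test against the 50% of a heterozygous change was not used. Whether the gains of the parents have that size was not tested. Only 22.4% of the gain probes positive in a parent alone lay well above background, so false calls in the parents stay open. For losses the reason for the low share also stays open, since only 29.8% of the loss probes positive in a parent alone lay well above background. Recovery at dim probes was not measured. Without offspring 6 the share was 2.11%, and over probes well above background 9.21%. The latter keeps the losses called in the dam and offspring 5 and 6 alone, whose 26 probes all lay well above background.

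**Figure D3:**
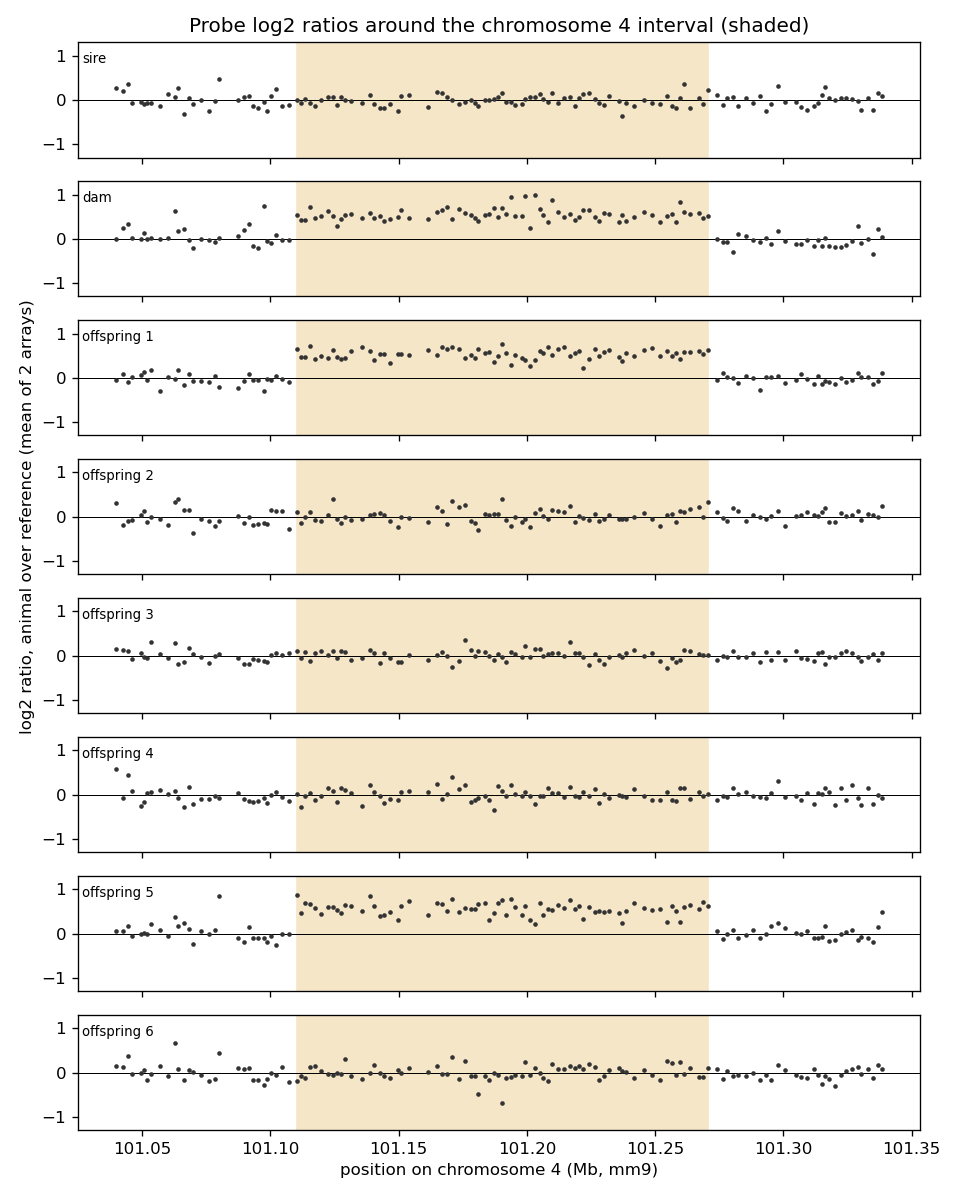
Log2 ratio of each probe, the mean of 2 arrays, against the position on chromosome 4 in Mb (mm9), with 1 panel per mouse and the gained interval shaded. The 74 probes of the interval have medians of 0.55 in the dam, 0.54 in offspring 1 and 0.52 in offspring 5, and lie around 0 in the other 5 mice.

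The family analysis asked which positive probes of the offspring were absent from both parents, as candidates for de novo copy number variants (CNVs). A total of 859 probes were positive in an offspring and in neither parent in the same direction, 722 gains and 137 losses, and offspring 5 carried 340 of the gains. A few probes count both as a gain and as a loss. The offspring-only probes formed 859 regions, of which 845 had 1 positive probe (Type S in the terms of the study), 14 had 2 or more (Type L) and 1 had 4 or more. All 14 Type L regions were gains. The region of 4 probes, on chromosome 4 from 101208278 to 101214390, was called in offspring 1 at 0.64 ± 0.02, but the dam had 0.59 ± 0.08 there and offspring 5 0.57 ± 0.11. It is part of the gain these mice share, as are the Type L regions on chromosome 4 at 101138898 and 101113453 in offspring 5 and at 101170990 and 101245702 in offspring 1, where the dam had 0.53 to 0.58. The gain called in offspring 6 on chromosome 8 at 102200691, 0.67 ± 0.12, likewise lay at 0.58 ± 0.16 in the dam. Offspring 5 was also positive there, at 0.91 ± 0.26. Regions with low values in both parents were found on chromosome 6 from 145639158 to 145641503 in offspring 5 at 1.1 ± 0.12, on chromosome 4 from 63778917 to 63781763 in offspring 5 at 0.76 ± 0.09, on chromosome 4 from 41688751 to 41691469 in offspring 1 at 0.81 ± 0.04, with both probes dim and offspring 5 at 0.53 ± 0.21, and on chromosome 5 from 142027614 to 142029387 in offspring 6 at 0.69 ± 0.11. The parents had between -0.21 and 0.19 at these 4 regions.

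When a parent counted as a carrier from a mean of 0.4, 436 probes, 3 regions of 2 or more probes and 0 of 4 or more were left. Without offspring 5 the count was 503. With each probe counted once, only 37.3% of the offspring-only probes lay well above background on all arrays. Longer intervals were searched with an interval score, keeping those with 10 or more probes and a median beyond 0.15 on both arrays, a choice made after the values were seen. This gave 15 intervals, of which 11 were called in 1 mouse, 10 of these with fewer than 20 probes. The longest in a single mouse lay on chromosome 1 from 90108180 to 90204948 with 47 probes, where offspring 4 had 0.33 ± 0.10 (0.25 and 0.40 on its 2 arrays) and the other 7 mice lay between -0.01 and 0.02. None of its probes passed the probe rule in any mouse. Offspring 4 also had intervals on chromosome 17 from 3006536 to 3048312 at 0.25, on chromosome 3 from 3000029 to 3028641 at 0.31 and on chromosome 7 from 71219877 to 71251682 at 0.27, and a lower one on chromosome 6 from 38190432 to 38212247 at -0.26. The values of the first 3 of these varied with the dye in offspring 2, whose Cy3 and Cy5 arrays had 0.17 and -0.19 on chromosome 17, 0.15 and -0.21 on chromosome 3 and 0.14 and -0.28 on chromosome 7.

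**Figure D4:**
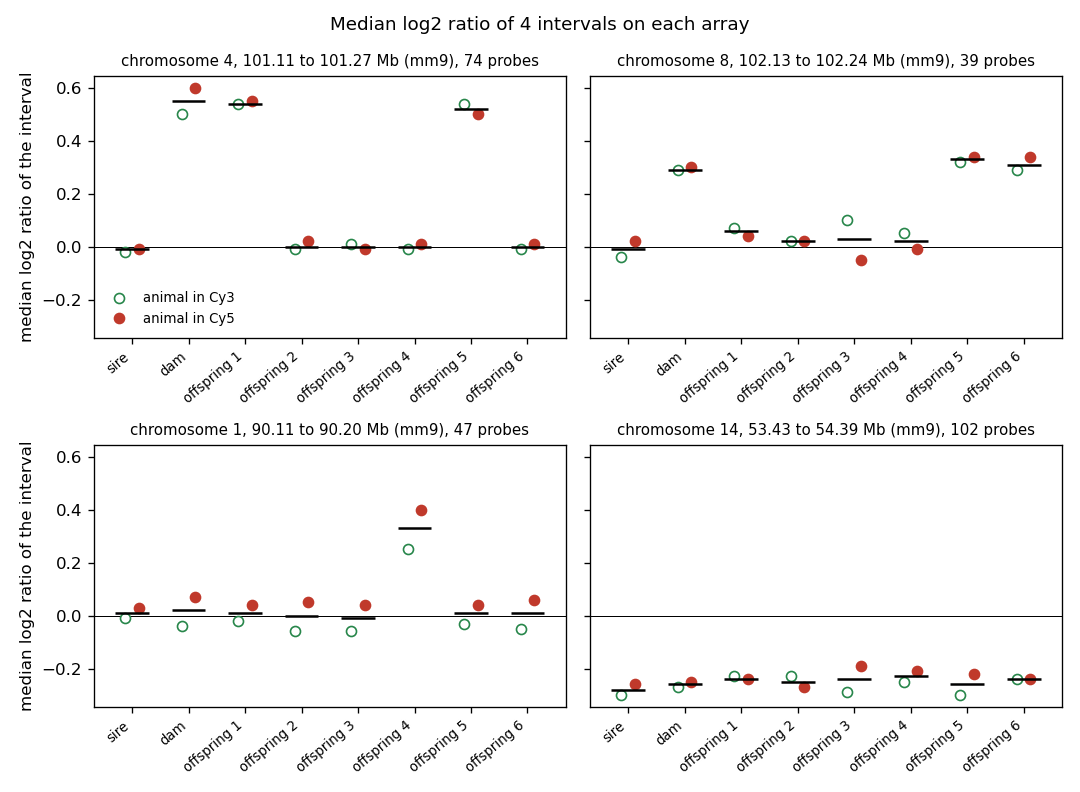
Median log2 ratio of 4 intervals on each array of each mouse, animal over reference, with open green points for Cy3, filled red points for Cy5 and a black line at the value over both arrays. The gains on chromosomes 4 and 8 are shared by the dam and 2 offspring each, the gain on chromosome 1 is seen in offspring 4 at 0.33, and all 8 mice lie between -0.28 and -0.23 on chromosome 14.

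The last comparisons asked where the whole family differed from the reference mouse and where the offspring as a group differed from the parents. A part of chromosome 14, from 53430657 to 54386805, 956 kb with 102 probes, was lower in all 8 mice, with a mean of -0.24 ± 0.02 (SD, n = 8). Its lowest called region, 2 probes from 53714075 to 53716408, had -0.67 ± 0.10 (adjusted p = 0.0011, lower in 8 of 8 mice), followed by single probes at 53759005 with -0.53 ± 0.13 and at 54123901 with -0.51 ± 0.10. A probe on chromosome 12 at 95868420 was higher in 8 of 8 mice at 0.64 ± 0.09 (adjusted p = 7.9e-05), and a probe on chromosome 13 at 95707465 at 0.76 ± 0.34 (adjusted p = 0.018), with 1.23 ± 0.15 in the sire, 0.02 ± 0.11 in the dam and 0.75 to 0.88 in the offspring. A single probe, on chromosome 10 from 97112476 to 97112535, was positive by the probe rule in all 8 mice, with a mean of 1.85 ± 0.48 (adjusted p = 0.00089), but it did not lie well above background on all arrays. The dim probes on chromosome 14 at 90612913, with 0.86 ± 0.31, and on chromosome 18 at 53773656, with 0.67 ± 0.50, also passed.

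In the limma test of the 8 mice against 0, 56 of 950622 probes passed an adjusted p of 0.05 with a mean of at least 0.5, 50 higher and 6 lower, and 4 of the 6 lower ones lay in the chromosome 14 interval. At an unadjusted p of 0.05 and the same size, 88 passed. With normexp the count was 5, with probes well above background 14, without offspring 2, 4 or 6 it was 27, 26 or 31, and with no minimum size 50622. The reference is 1 mouse on nearly all arrays, so a change private to it reads as a change of the whole family. The 8 mice are parents and their own offspring, so they are not independent and the p-values of this test hold within this family only. Between offspring and parents, 0 of 950621 probes passed in limma at an adjusted p of 0.05, while 63252 had an unadjusted p under 0.05. The probe with the smallest adjusted p, 0.073, on chromosome 13 at 81185102, was named after its values were seen and had 0.06 ± 0.13 in the offspring (SD, n = 6) and 1.21 ± 0.10 in the parents (n = 2), and it was dim. With scan day as a random block 1 probe passed, and without offspring 4 also 1. Parents and offspring were scanned on separate days, so scan day and generation cannot be told apart.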

Values the study reported

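The study reported that 7.1% of the F1 mice of its non-irradiated group (11 of 156) carried at least 1 de novo deletion, against 20.4% (29 of 142) in the irradiated group, a 2.9-fold difference. For Type L deletions, it reported 5.1% (8 of 156) and 15.5% (22 of 142). Among de novo CNVs that passed its later tests, it reported 11 deletions and 3 duplications in the non-irradiated group, and 31 deletions and 1 duplication in the irradiated group. These counts leave out the mice of both groups with the most such CNVs, all small deletions, which the study listed apart. The sample labels of the family analysed here carry the letter W. The study's lists of de novo CNVs that passed those tests name no non-irradiated mouse with that letter. If its letters mark the same families, no offspring-only candidate of this family is among them.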

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

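All tests of explanations in this part were chosen after the results were seen.

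Each of 23 measures was searched for an offspring far from the other 5, which chance alone gives in about 1 of 20 groups, and 3 stood out. Offspring 5 had 237 gains at probes well above background, the next highest offspring, offspring 6, having 71. The dam had 95 and the other 5 mice 0 to 17, so the 3 mice with high X and low Y medians were all high. The Cy3 and Cy5 arrays of each mouse enter this count together. The gains lay mostly at different probes. By a gap of more than 0.5, 232 probes well above background were higher in offspring 5 alone, 142 in the dam alone and 39 in offspring 6 alone. Only 5 were higher in these 3 mice together. Shared probes therefore do not make up the excess of offspring 5. A shared source that acts at different probes was not tested. The Cy3 array of offspring 5 had 359 features marked as outliers by Feature Extraction, the next highest Cy3 array of an offspring having 200. Offspring 4 had a median log2 ratio of 0.33 over the interval on chromosome 1 from 90108180 to 90204948, the next highest offspring having 0.01, but this interval was chosen because it was called in offspring 4 alone, so the search was bound to find it.

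The gain of offspring 4 on chromosome 1 was weighed against array noise, inheritance and the size of a whole copy. Of 20214 other windows of 47 probes in offspring 4, 1 lay as far from 0 on both arrays, and it belongs to the chromosome 14 interval that is low in the whole family. Outside that interval the largest reached 0.14 on both arrays, against 0.25 on the lower array of the gain. The gain was placed by its score and the windows lay at fixed places, so its rank was partly built in. A shift of this size over 47 probes was thus rare in offspring 4, but the windows alone cannot exclude noise or a smooth wave. The higher of the parents had a median of 0.02, which argues against inheritance at the same dose. The value lay below the lowest carrier of the chromosome 4 gain, a difference of -0.19 with an SD of up to 0.10 between the 2 arrays of a mouse, so 1 extra copy in every cell and a gain in part of the cells cannot be told apart, and the chromosome 8 gain, of like size at 0.29 to 0.33, gives no yardstick, since its carriers are the 3 mice with high X and low Y medians and whether it is an autosomal copy was not tested. A gain that arose in offspring 4, in the germ line of a parent or in part of its own cells, may be the source and remains a hypothesis. The study's lists of de novo CNVs that passed its later tests name no non-irradiated mouse with the letter W of this family's labels. None of the 47 probes passed the probe rule here, so the absence of this gain from those lists does not decide its source.

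The losses shared by the dam and offspring 5 and 6 were weighed over the probes well above background that are lower in these 3 mice than in the other 5 by more than 0.5. There were 64 such probes on 16 chromosomes, and among the 56 sets of 3 mice the other sets had 0. The next set of offspring sharing losses with the dam had them on 2 chromosomes, which argues against heterozygous deletions of the dam that pass to each offspring by chance. The sire, scanned on the same day as the dam, had a median of 0.00 over these probes, which argues against the scan day of the dam as the source. Offspring 5 and 6 were scanned together on another day with no other mouse, so that day cannot be told apart from these 2 mice. Sequence that chromosome Y also carries is a candidate explanation, since the set of mice with these 64 probes is the set whose Y medians are -1.60 or lower, and the sex of the offspring is not given by the labels.

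The chromosome 14 interval low in all 8 mice was weighed against the reference mouse and array waves. The array of offspring 6 whose label names mouse 2 had -0.24, the same as its array against mouse 6, which argues against a gain private to mouse 6 as far as that label holds. Of 9303 other windows of 102 probes, 0 had a family mean as low, the lowest being -0.04. The interval was chosen for its low values and the windows were not, so its rank was partly built in. A smooth wave of this size was thus not seen elsewhere, but the windows alone cannot exclude one. The 5 successive parts of the interval spanned 0.12, as 3 of the 9303 other windows did, which argues against 1 uniform step in copy number as long as probes respond alike, the parts of the chromosome 4 gain spanning 0.02 and those of the shorter chromosome 8 gain 0.13, as 8.3% of windows of its size did. A difference of copy number between this family and both reference mice may be the source, but the genes of the interval were not examined, so a locus rearranged in part of the tail cells was not tested and stays open.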

How the results depend on the processing

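The interval score kept to 10 or more probes was added after the data were seen, as was transmission without dim probes or without the losses of the dam and offspring 5 and 6. The direction and the outcome of the exact tests of offspring against parents were the same under 15 settings for positive and 14 for private probes, leaving out offspring 6 being counted both for its reference and as a left-out mouse, but the differences of -108.5 and -80.0 shrank to -3.3 and -4.3 with direction not required, that of positive probes to -12.8 without dim probes, and they reversed to 8.5 and 17.0 with normexp and to 2.0 for private probes without dim probes. The share of transmission, 4.06%, was 2.11% without offspring 6, 2.67% without those losses, 9.21% without dim probes but with those losses kept, and 3.99% to 8.33% under the other 3 settings. Positive probes per mouse, 196.6, became 32.4 with normexp, 60.4 with stricter and 693.5 with looser thresholds, 564.0 with direction not required and 71.9 without dim probes, and were within 1.5 times under 6 settings. Offspring-only probes, 859, became 134, 253, 2829, 2651 and 318 in the same order, 1648 as ratios to the parents' mean, of which 32.3% were gains against 84.1%, 436 with a parent threshold of 0.4, 3373 with the interval score, 125 with 10 or more probes, and 503 to 823 with 1 offspring left out, the lowest without offspring 5. The family-wide probe was lost (0) with normexp, stricter thresholds or no dim probes. The dam's X median, 0.91, was 0.66 with normexp. The limma count of the family, 56, was 5 with normexp, 14 without dim probes, 50622 with no minimum size, 31 without offspring 6 and 26 to 81 with 1 offspring left out. The limma count between offspring and parents, 0 (63252 at an unadjusted p under 0.05), was 1 with scan day as a block and 0 to 1 with 1 offspring left out. The cause of these changes was not tested, apart from thresholds, dim probes and left-out mice, where fewer or more probes or mice enter by construction. Normexp adds an offset to both signals, which pulls log ratios toward 0 by construction, while the thresholds were kept. The dam's X median fell from 0.91 to 0.66 with it. How much of the other normexp changes follows from the offset was not tested. Low signal limits the calls: probes private to 1 mouse had a median log2 signal of 4.93 (gains) and 4.24 (losses), all probes 7.17. The gene list alternatives were not run, and normexp used median in place of mean signals. No paired analysis was possible because parents and offspring have no matching numbers.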

Other observations

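The test of the chromosome 13 probe in this part was chosen after its values were seen.

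The probe on chromosome 13 at 95707465 was high in the sire and in all 6 offspring and near 0 in the dam, with neighbours at 0.08 and -0.01. If the sire carried 2 altered copies and passed 1 to each offspring, the offspring would have the log2 of the mean of the parents' linear ratios, 0.75. The offspring had 0.81 ± 0.05 (SD, n = 6), every one between the parents, which is consistent with that pattern of inheritance but leaves open whether the copy number or the sequence under the probe differs.

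A short interval on chromosome 14 from 61798066 to 61815412, with 11 probes, was called in the dam at -0.27 ± 0.08 and in offspring 5 at -0.28 ± 0.13. Offspring 6, where it was not called, had -0.18 ± 0.15, with -0.28 and -0.08 on its arrays. The other 5 mice had -0.10 to -0.01. Of the probes called as losses in the dam and offspring 5 and 6 alone, 26 on 14 chromosomes, all 26 lay well above background. Dam-private values were common among probes well above background: 417 probes on 19 chromosomes were lower and 142 higher in the dam than in the other 7 mice by more than 0.5. The study took tails of dams after weaning and those of sires and offspring at natural death. The dam therefore cannot be told apart from the time of collection.

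Gains made up 84.1% of the offspring-only probes here, but 32.3% when each offspring was set against the mean of the parents. The first is higher than the share of duplications among the de novo CNVs quoted from the study above, which had passed further tests that were not used here. Of the 6 offspring, 6 had at least 1 offspring-only loss probe, 2 had one at a probe well above background, and 0 had an offspring-only loss of 2 or more probes. The 2 are offspring 5 and 6, which also share the losses that chromosome Y sequence is offered for above (64 probes). The first share is higher than that of F1 mice with de novo deletions quoted above, but it counts candidates of 1 family before any further test, and 6 mice are too few to set the share of Type L losses against that of the study.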
